A study of Homo sapiens with 26 samples.

How the data were processed

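RNA was measured by sequencing in 26 libraries from 3 established human pancreatic ductal adenocarcinoma cell lines. Panc10.05 gave 6 libraries, BxPC3 gave 6 and AsPC-1 gave 14. Per the labels' protocols, RNA was extracted with Trizol and a column, poly(A) RNA was selected, libraries were made with a directional kit, and sequencing was paired-end on an Illumina NovaSeq instrument. The values used here are counts per gene as deposited by the authors, whole numbers with no normalization, in 1 table per cell line. The tables hold 62703 Ensembl gene identifiers for Panc10.05 and for BxPC3 and 62754 for AsPC-1. Every table line names a gene, and no column belongs to an unlisted sample. The labels and the tables do not state the aligner, the counting program, the strand setting, the genome build or the annotation. Whether reads of overlapping genes, antisense genes and near-identical gene copies were separated is therefore unknown, and such genes are named below as uncertain.

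Each library was placed in its group by its genotype label, and the guide and the replicate number were taken from its title. Library totals ran from 34618745 to 46827673 counts in Panc10.05, from 26369154 to 37483772 in BxPC3 and from 26079388 to 50662077 in AsPC-1. A gene at 3 counts or fewer in every library of a group was treated as at the floor of detection, and a fold change against such a group was computed against 3 counts and is given as a lower bound. Floors and Wilson 95% intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Between replicate libraries, a chi-square statistic over genes divided by its degrees of freedom was 5.08 at the lowest and 24.07 at the highest, so no library was treated as a duplicate of another.

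Gene symbols came from a reference table of identifiers and names, which matched 99.88% of the identifiers in Panc10.05 and in BxPC3 and 99.91% in AsPC-1. Coordinates are those of GENCODE v29 on GRCh38, numbered from 1. The authors' build is not stated, and the coordinates serve only to place genes.

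The tests, samples and covariates of each comparison, the rule for naming genes, 4 gene lists and the processing alternatives were fixed before the data were examined. In each table, genes were kept by edgeR's filterByExpr with the groups of that table, library sizes were scaled by the trimmed mean of M-values (TMM), and differences were tested with edgeR's quasi-likelihood F test (glmQLFit with robust estimation, then glmQLFTest). The groups of a table shared 1 estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and an adjusted p under 0.05 is called past the threshold. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of the F statistic. Expression levels are in CPM as computed by edgeR, with the same TMM scaling. Differences between guides of 1 target were tested in a fit with 7 groups by guide. Differences in response between Panc10.05 and BxPC3 were tested as an interaction contrast in a joint fit of their 12 libraries. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

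In each of the 12 comparisons between groups of 1 line, the genes named are the 2 with the largest rise and the 2 with the largest fall in log2 fold change among genes that were past the threshold, had a symbol and a mean of at least 5 CPM over both groups, and had every library of 1 group above every library of the other. Of 4 genes chosen to be followed in every comparison, HNF4A, HNF4A-AS1 and HNF4G are reported. The text does not report every gene that these rules name. For comparisons made in both induced lines, the 2 genes in each direction with the largest smaller change were named as shared. Up to 2 members of a gene list were named where the list's test was past the threshold.

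The 4 gene lists were written from general knowledge of the field, not taken from a database. They are a classical pancreatic tumour list of 25 genes (24 found in the reference), a basal-like list of 25, a cell cycle list of 97 and a list of liver and intestine genes of 30. Lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 36 tests (4 lists in 9 comparisons), and again with fry and with an estimated correlation. An interferon list of 50 genes was written later, after interferon genes had been seen among the named genes of the induced lines, and before it was looked at in AsPC-1. The interferon list was tested with camera and fry, but not with an estimated correlation.

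Comparisons that share control libraries were set beside 100 simulated data sets of unchanged groups measured against those controls. Simulated genes were not required to be past the threshold, as the observed shared genes were, so the simulated same-direction shares may be too low. For differences between the lines, 10 joint data sets each were simulated with the change of Panc10.05 times 0 or 0.25 (its slope over all genes) in BxPC3. Overlaps of calls were tested with a 2-sided Fisher's exact test across genes, which are not independent replicates, and are described by their odds ratio. The count test was tested on simulated data with 200 genes changed by known amounts. It recovered 98.5% of them for Panc10.05 among 16205 genes, 93.5% for BxPC3 among 16796, 94% for AsPC-1 among 16268 and 91% for the joint fit among 18411, and false calls made up 7.5%, 5.6%, 6.5% and 6.7% of all calls. In 20 simulated draws only the basal-like list was changed, and camera found it (unadjusted p under 0.05) in 100% of draws. It found the classical, cell cycle and liver and intestine lists in 0%, 0% and 10%. Genes were drawn independently there, so these shares do not show how camera behaves when the genes of a list are correlated.

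The alternatives were size factors by relative log expression, total counts with no composition factor, DESeq2's Wald test, no filter on low counts, a filter at a mean of 1 CPM, an added limit of 1 on the absolute log2 fold change, the replicate number as a block, only the 2 groups compared, grouping by guide, leaving out each guide, and leaving out each library. In Panc10.05, in BxPC3 and for the control of AsPC-1, leaving out a library leaves 1 in its group, so only fold changes were taken from those fits. GC content was corrected, where tested, by a lowess trend (span 0.3) of each library's deviation from the mean of all libraries. GC values were found for 96.24% of tested genes in Panc10.05, 96.48% in BxPC3, 96.45% in AsPC-1 and 95.94% in the joint fit. Protein levels, isoform-specific reads and the sequence of the induced constructs were not analysed here, because the tables hold 1 count per gene.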

Results

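Gene expression was measured by poly(A) RNA sequencing in 3 established human pancreatic ductal adenocarcinoma cell lines after HNF4A had been induced or repressed. HNF4A encodes the nuclear receptor HNF4α, a transcription factor whose isoforms start at 2 promoters, P1 and P2. In Panc10.05 and BxPC3, doxycycline, a drug that switches on an inducible construct, was used to express an isoform labelled P1-a2 or P2-a8, and control cells are labelled NC (GFP in Panc10.05 and EV in BxPC3, by the titles). Each of these 6 groups had 2 libraries. Doxycycline was given at 500 ng/mL in all BxPC3 groups. In Panc10.05 it was given at 25 ng/mL for P1-a2 and NC and at 12.5 ng/mL for P2-a8, so that isoform and dose change together in that line. In AsPC-1, CRISPR interference was used, in which an inactive Cas9 brought to a promoter by a guide RNA lowers transcription. Guides against P1 (sgP1E and sgP1J), P2 (sgP2D and sgP2G) and both isoforms (sgDual2 and sgDual3) had 2 libraries each, which gives 4 per target, and the control guide sgNC had 2. Each line was a separate sequencing project. Total counts per library ran from 34618745 to 46827673 in Panc10.05, from 26369154 to 37483772 in BxPC3 and from 26079388 to 50662077 in AsPC-1, where sgP1E replicate 1 was the deepest.

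The targeted gene was examined first in every group. HNF4A (ENSG00000101076) lies on chromosome 20 from 44355700 to 44434596 on the plus strand of GRCh38. Its annotated transcripts start in 2 clusters. The upstream cluster, P2, holds 5 transcripts starting between 44355700 and 44355805, and the downstream cluster, P1, holds 4 transcripts starting between 44401270 and 44401301, 45.5 kb further on. The antisense gene HNF4A-AS1 (ENSG00000229005, 44372746 to 44395706, minus strand) lies between both clusters and within HNF4A. It had at most 6 counts in any library and 0 counts in all AsPC-1 libraries. The counts are per gene and do not separate transcripts of P1 from those of P2.

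**Figure D1:**
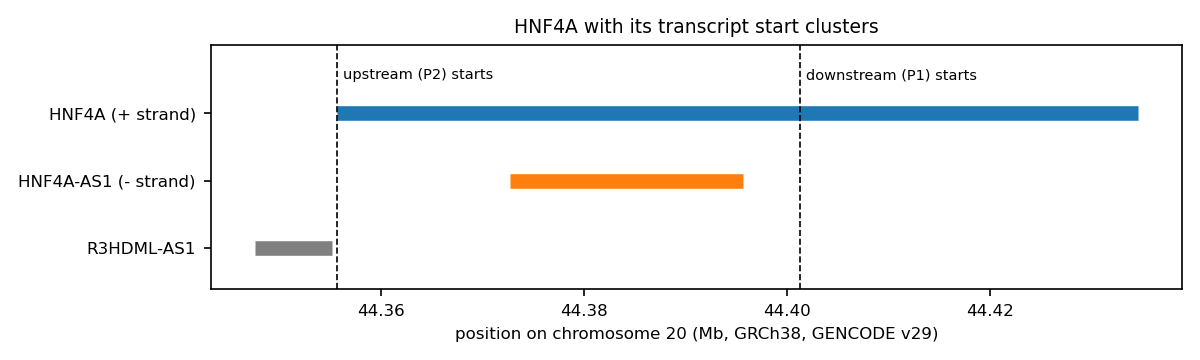
Map of the HNF4A locus on chromosome 20 (x axis, position in Mb, GRCh38 with GENCODE v29), with bars for HNF4A, HNF4A-AS1 and the upstream gene R3HDML-AS1 and dashed lines at the first start of each transcript cluster. The P2 and P1 start clusters are 45.5 kb apart.

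In Panc10.05, HNF4A was at 0.149 ± 0.129 CPM (SD, n = 2) in NC, 11.8 ± 1.61 CPM (n = 2) under P1-a2 and 37.6 CPM in both libraries under P2-a8. The log2 fold change against NC was 6.21 (SE 0.23, adjusted p 2.42e-24 by edgeR's quasi-likelihood test) for P1-a2 and 7.87 (SE 0.20, adjusted p 1.98e-29) for P2-a8. P1-a2 was below P2-a8 by a log2 fold change of -1.66 (SE 0.10, adjusted p 5.02e-17). In BxPC3, HNF4A was at 0.771 ± 0.434 CPM in NC, 10.7 ± 1.32 CPM under P1-a2 and 13.4 ± 1.15 CPM under P2-a8 (SD, n = 2 each). The log2 fold changes against NC were 3.86 (SE 0.26, adjusted p 1.69e-06) and 4.19 (SE 0.25, adjusted p 4.34e-06), and the isoforms did not differ past the threshold (log2 fold change -0.33, SE 0.17, adjusted p 0.217). The difference between the isoforms was itself different between the lines (interaction adjusted p 0.000171). The size of the HNF4A rise depends on the low NC values. In Panc10.05 it became 5.61 and 7.27 without NC replicate 2. Without NC replicate 1 the Panc10.05 control had 2 counts and was at the floor, so the fitted 7.59 and 9.27 are not exact sizes. In BxPC3 the HNF4A rise became 4.51 and 4.83 without NC replicate 1.

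In AsPC-1, HNF4A was at 213 ± 9.97 CPM (SD, n = 2) with sgNC, 129 ± 18.4 CPM (n = 4) with sgP1, 86.5 ± 7.74 CPM (n = 4) with sgP2 and 7.99 ± 4.84 CPM (n = 4) with sgDual, which is 60.7%, 40.6% and 3.76% of the control. Every library with a targeting guide was below both sgNC libraries. The log2 fold change was -4.73 (SE 0.39, adjusted p 6.25e-06) for sgDual. For sgP1 it was -0.72 (SE 0.36, adjusted p 0.615, and between 0.203 and 0.935 over the alternatives), which is not past the threshold. For sgP2 it was -1.30 (SE 0.36) with an adjusted p of 0.0751, which ranged from 0.000223 when only the sgP2 and sgNC libraries were fitted to 0.273 without guide sgP2G. Guides of the same target gave 145 and 114 CPM (sgP1E and sgP1J), 92.6 and 80.4 CPM (sgP2D and sgP2G), and 6.75 and 9.24 CPM (sgDual2 and sgDual3), and did not differ past the threshold (adjusted p 0.627, 0.97 and 0.972).

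**Figure D2:**
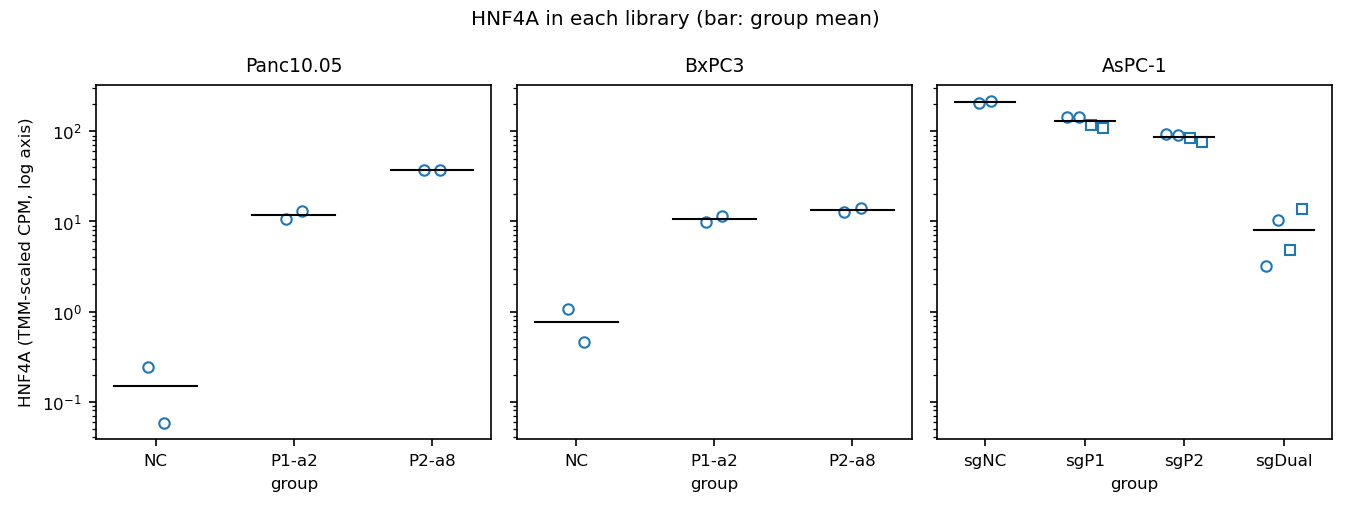
HNF4A in each library (y axis, TMM-scaled CPM on a log axis) by group in the 3 cell lines, with a bar at each group mean. In AsPC-1, circles are guides sgP1E, sgP2D and sgDual2 and squares are sgP1J, sgP2G and sgDual3, and the means fall from 213 CPM with sgNC to 7.99 CPM with sgDual.

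The related gene HNF4G (ENSG00000164749, chromosome 8, 75407914 to 75566843) was followed too. HNF4G fell under P1-a2 in BxPC3 (log2 fold change -0.99, SE 0.18, adjusted p 0.00139) and in Panc10.05 (-0.34, SE 0.13, adjusted p 0.0185, but 0.0881 in DESeq2, the highest of the alternatives, which ran from 0.0167). It was lower under P1-a2 than under P2-a8 in Panc10.05 (-0.60, SE 0.12, adjusted p 8.11e-05), but not past the threshold in BxPC3 (-0.51, adjusted p 0.0651, but 0.0331 with no filter on low counts and between 0.0196 and 0.137 over the alternatives). It was not past the threshold under P2-a8 against NC in either line (adjusted p 0.0721 in Panc10.05 and 0.135 in BxPC3, the latter between 0.0357 and 0.275 over the alternatives). With sgDual against sgNC its adjusted p was 0.246, and between 0.013 and 0.595 over the alternatives.

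What each isoform changed was then asked across all genes. In Panc10.05, 10699 of 17247 tested genes (62%) were past the threshold for P1-a2 against NC, 5434 higher and 5265 lower. An added limit of 1 on the absolute log2 fold change, the alternative that moved such counts most, left 3385 genes (1807 higher, 1578 lower). For P2-a8 against NC, 7973 genes were past the threshold (46.2%, 4087 higher and 3886 lower), and 1663 with the added limit (1176 higher, 487 lower). In BxPC3, 5652 of 17635 genes (32%) were past the threshold for P1-a2 against NC, 3016 higher and 2636 lower, and 1232 (7%) for P2-a8 against NC, 758 higher and 474 lower. Scaling by total counts alone changed the share of higher genes from 53.4% to 48.3% for P1-a2 and from 61.5% to 51.8% for P2-a8. The added limit left 1242 genes for P1-a2 (833 higher, 409 lower) and 364 for P2-a8 (275 higher, 89 lower) in BxPC3. P1-a2 and P2-a8 differed in 8090 genes in Panc10.05 (3837 higher and 4253 lower under P1-a2) and in 3963 genes in BxPC3 (2054 higher and 1909 lower). The added limit left 1455 of them in Panc10.05 (515 higher, 940 lower) and 526 in BxPC3 (400 higher, 126 lower).

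**Figure D3:**
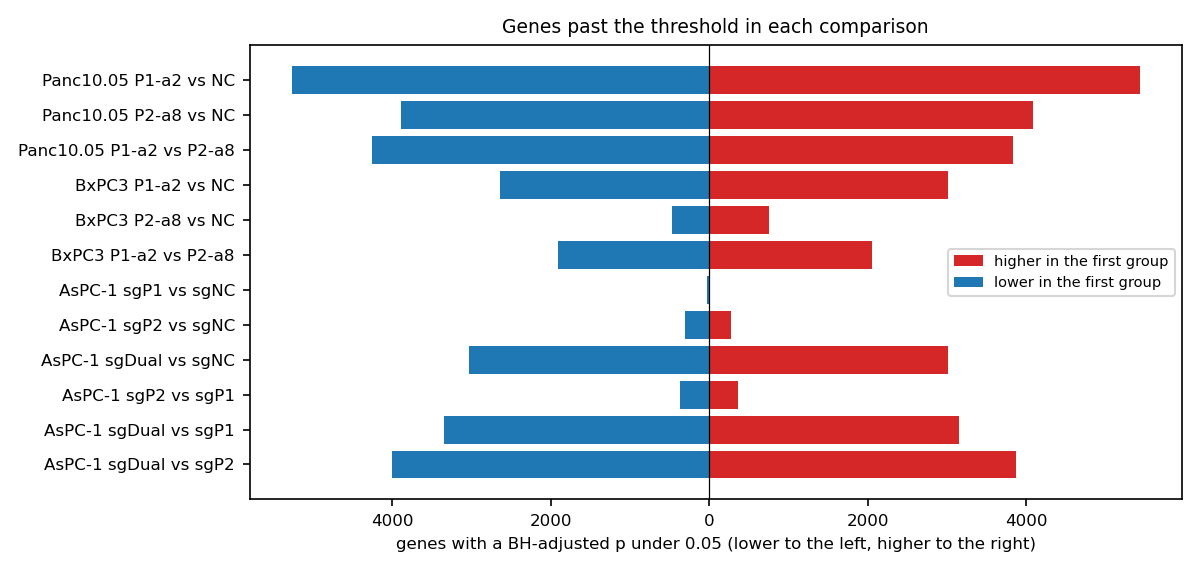
Number of genes with an adjusted p under 0.05 (x axis, genes) in each of the 12 comparisons between groups of 1 line, with genes lower in the first group to the left and higher to the right. The counts run from 45 for sgP1 against sgNC in AsPC-1 to 10699 for P1-a2 against NC in Panc10.05.

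Among named genes in Panc10.05, the largest rises under P1-a2 were APOA2 (ENSG00000158874, chromosome 1, 161222292 to 161223631), at 247 ± 18.2 CPM (SD, n = 2) and at least 3112-fold above NC, and HHLA2 (ENSG00000114455, chromosome 3, 108296490 to 108378285), at 68.6 ± 1.89 CPM and at least 863-fold above NC. Their adjusted p-values were 0.000787 and 1.19e-36. The largest falls were ZBTB32 (ENSG00000011590, chromosome 19, 35704527 to 35717038), from 42.8 to 0.166 CPM (log2 fold change -7.99, SE 0.19, adjusted p 5.58e-31), and IFI44L (ENSG00000137959, chromosome 1, 78619922 to 78646145), from 38.3 to 0.397 CPM (-6.57, SE 0.16, adjusted p 3.97e-32). Under P2-a8 the largest rises were ZC3H12B (ENSG00000102053, chromosome X, 65366638 to 65507887), at 37.5 ± 2.95 CPM and at least 472-fold above NC (adjusted p 1.35e-30), and HHLA2, at 28.4 ± 0.934 CPM and at least 358-fold above NC (adjusted p 7.02e-32). ZC3H12B had 0 counts in all NC and P1-a2 libraries of Panc10.05, and it overlaps other genes on its own strand, so its counts are uncertain. The largest falls were SPOCK1 (ENSG00000152377, chromosome 5, 136975298 to 137598379; log2 fold change -4.27, SE 0.17, adjusted p 3.33e-24) and ZBTB32 (-3.76, SE 0.12, adjusted p 3.28e-26).

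Between the isoforms in Panc10.05, APOA2 (log2 fold change 3.86, SE 0.35, adjusted p 0.0038) and KIAA1614-AS1 (ENSG00000232586, chromosome 1, 180949699 to 180954887; 3.73, SE 0.14, adjusted p 3.87e-24) were higher under P1-a2. KIAA1614-AS1 lies on the strand opposite KIAA1614, so its counts are uncertain. ZC3H12B, at least 528-fold lower (adjusted p 1.95e-30), and IFI44L (-4.82, SE 0.18, adjusted p 2.47e-24) were lower under P1-a2.

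In BxPC3, the largest rises under P1-a2 were APOA4 (ENSG00000110244, chromosome 11, 116820700 to 116823306), at 86.8 ± 7.29 CPM and at least 884-fold above NC (adjusted p 5.41e-10), and MUC17 (ENSG00000169876, chromosome 7, 101020072 to 101058745), at 63.7 ± 15.1 CPM and at least 648-fold above NC (adjusted p 2.15e-05). Both were also the largest rises under P2-a8, MUC17 at least 326-fold (adjusted p 0.000197) and APOA4 at least 121-fold (11.9 ± 0.913 CPM, adjusted p 5.76e-08). The largest falls under P1-a2 were MUC2 (ENSG00000198788, chromosome 11, 1074875 to 1110511; log2 fold change -3.08, SE 0.19, adjusted p 6.7e-07) and H19 (ENSG00000130600, chromosome 11, 1995176 to 2001470; -2.68, SE 0.15, adjusted p 7.75e-07). Under P2-a8 they were SLC6A14 (ENSG00000268104, chromosome X, 116436622 to 116461458; -2.70, SE 0.36, adjusted p 0.0177, but 0.0805 with no filter on low counts) and MUC2 (-2.16, SE 0.18, adjusted p 2.44e-05). Between the isoforms, APOA2 (4.72, SE 0.26, adjusted p 5.57e-06) and RBP4 (ENSG00000138207, chromosome 10, 93591687 to 93601744; 4.40, SE 0.27, adjusted p 5.57e-06, and 4.99 without P2-a8 replicate 1) were higher under P1-a2. H19 (-1.72, SE 0.15, adjusted p 6.4e-05) and KRT4 (ENSG00000170477, chromosome 12, 52806549 to 52814551; -1.65, SE 0.24, adjusted p 0.0143, but 0.0639 with no filter on low counts) were lower. RBP4 overlaps FFAR4 on the opposite strand, HHLA2, APOA4 and H19 also overlap opposite-strand genes, and MUC17 a gene on its own strand, so their counts are uncertain.

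Whether both isoforms changed the same genes was asked within each line. In Panc10.05, 6522 genes were past the threshold for both isoforms (odds ratio 5.48), and 6178 of them (94.7%, Wilson 95% interval 94.2 to 95.2) changed in the same direction. Because both comparisons use the same NC libraries, unchanged simulated groups also give a same-direction share above 50%, here 67.3%. Requiring an absolute log2 fold change of at least 1 raised the observed share to 99.4%. In BxPC3, 1071 genes were shared (odds ratio 17.2) and 1060 (99%) had the same direction, beside 68.4% in the simulation. Fits of 10 fully simulated data sets gave at most 1 shared call in Panc10.05 and 3 in BxPC3. The simulated shares therefore cover genes that were not required to be past the threshold, and may be too low for called genes.

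The size of the 2 responses was compared over genes that differed between any groups of a line. In Panc10.05, across 12013 genes, the slope of the P1-a2 change on the P2-a8 change was 1.01 (SD 0.013 over the 8 sets with 1 library per group) and 74.4% of genes lay further from NC under P1-a2. Simulated unchanged groups gave a slope of 0.51 and 50.3%. In BxPC3, across 5519 genes, the slope was 1.30 (SD 0.052) and 88.5% of genes lay further from NC under P1-a2, beside 0.51 and 50.7% in the simulation. With all tested genes of at least 1 CPM these shares were 70.8% and 71.6%. HNF4A mRNA itself was higher under P2-a8 than under P1-a2 in Panc10.05 and did not differ past the threshold in BxPC3.

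**Figure D4:**
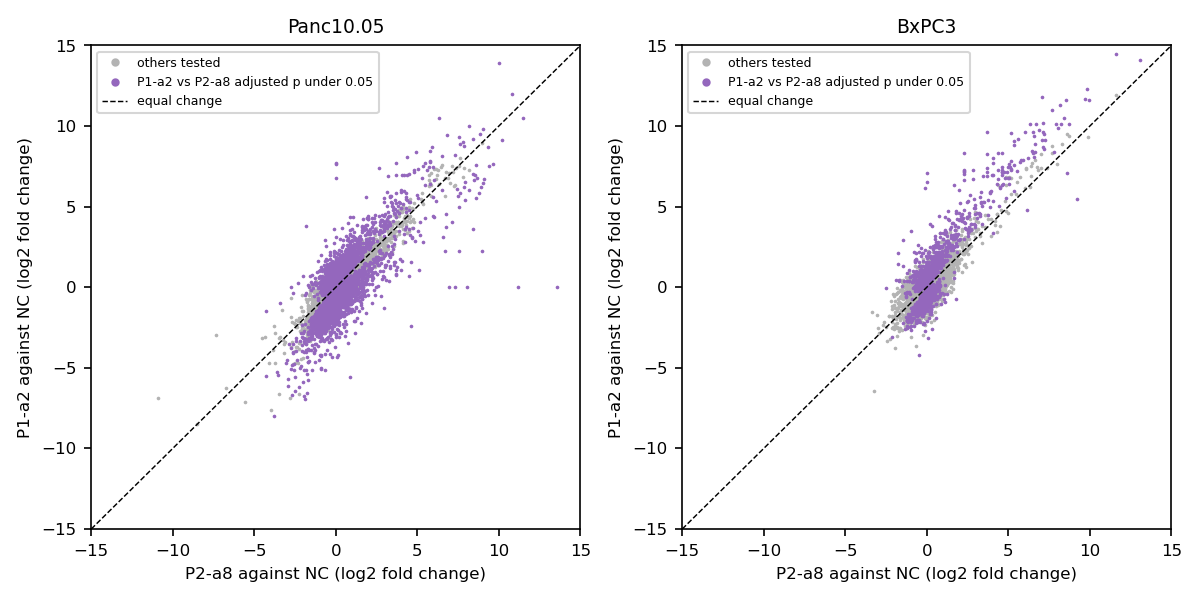
Log2 fold change against NC under P1-a2 (y axis) and P2-a8 (x axis) for each tested gene in Panc10.05 and BxPC3, with genes that differ between the isoforms (adjusted p under 0.05) in purple and a dashed line of equal change. Of the genes that differ between any groups, 74.4% in Panc10.05 and 88.5% in BxPC3 lie further from NC under P1-a2.

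The same contrasts were then compared between the lines, which also differ in doxycycline dose, in control construct and in sequencing project. For P1-a2 against NC, 3893 genes were past the threshold in both lines (odds ratio 2.30) and 2950 (75.8%) had the same direction. For P2-a8 against NC, 562 of 786 shared genes (71.5%, odds ratio 3.12) had the same direction. For P1-a2 against P2-a8, 1840 of 2326 (79.1%, odds ratio 2.20) did. The response itself differed between the lines, by the interaction test over 19372 genes, for 7048 genes for P1-a2 against NC, 4545 for P2-a8 against NC and 4318 for P1-a2 against P2-a8. These differences cannot be assigned to line, dose or project, since all change together.

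Genes with large shared changes were APOA2 and HHLA2, which rose at least 136-fold and at least 506-fold under P1-a2 in BxPC3 as well, and IFI44L and IFITM1, which fell under P1-a2 in both lines. IFI44L changed by -2.04 (SE 0.20, adjusted p 0.000435) in BxPC3. IFITM1 (ENSG00000185885, chromosome 11, 313506 to 315272) changed by -6.41 (SE 0.21, adjusted p 7.59e-12) in Panc10.05 and -1.99 (SE 0.09, adjusted p 9.12e-08) in BxPC3, and it is uncertain because it has near-identical paralogs. Under P2-a8, SLCO2B1 (ENSG00000137491, chromosome 11, 75100563 to 75206549) rose at least 209-fold in Panc10.05 and at least 163-fold in BxPC3. VIL1 (ENSG00000127831, chromosome 2, 218419092 to 218453295) rose by 7.61 (SE 0.20, adjusted p 2.24e-30) in Panc10.05 and by 5.11 (SE 0.31, adjusted p 5.65e-05) in BxPC3. Without NC replicate 1 in Panc10.05 the VIL1 control was at or near the floor, so the fitted 8.60 is not an exact size. IFI27 and IFI44L fell under P2-a8 in both lines, IFI27 by -1.74 and -1.30 (adjusted p 0.000776 and 8.05e-06) and IFI44L by -1.75 and -1.23 (adjusted p 3.57e-19 and 0.0139, the latter 0.0742 when only the 2 groups were fitted). Between the isoforms, APOA2 and AKAP12 were higher under P1-a2 in both lines (AKAP12 by 2.17 and 2.57, adjusted p 0.00741 and 0.0119). IFITM1 and SERPINA1 were lower under P1-a2 in both (SERPINA1 by -0.99 and -1.37, adjusted p 1.17e-13 and 6.49e-05). SLCO2B1, VIL1 and AKAP12 overlap genes on the opposite strand, so their counts are uncertain.

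In AsPC-1, 16992 genes were tested. With sgP1 against sgNC, 45 genes were past the threshold (17 higher, 28 lower), while 1516 had an unadjusted p under 0.05. That count ranged from 23 without sgP1E replicate 2 to 144 without sgP1J replicate 1. Over the other alternatives it ran from 7, when only both groups were fitted, to 1242 without guide sgP1J. With sgP2 against sgNC, 581 genes were past the threshold (282 higher, 299 lower), with 315 without sgP2D replicate 1 and 351 without sgP2G replicate 1. With sgDual against sgNC, 6048 genes were past the threshold (35.6%, 3018 higher and 3030 lower), and 1539 with the added limit (1078 higher, 461 lower). Scaling by total counts alone raised the share of higher genes from 37.8% to 47.9% for sgP1 and from 48.5% to 59.1% for sgP2. Against each other, sgP2 and sgP1 differed in 731 genes (369 higher and 362 lower with sgP2), a count that ranged from 324 without sgP2D replicate 1 to 1208 without sgP1E replicate 1, with 374 without sgP2G replicate 1 and 450 without sgP1J replicate 2. The sgDual group differed from sgP1 in 6505 genes (3158 higher, 3347 lower) and from sgP2 in 7876 (3876 higher, 4000 lower).

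The largest rises with sgP1 were REG4 (ENSG00000134193, chromosome 1, 119794018 to 119811660; 7.36 to 28.8 CPM, log2 fold change 1.97, SE 0.16, adjusted p 7e-05) and DENND2B (ENSG00000166444, chromosome 11, 8693351 to 8910951; 1.30, SE 0.24, adjusted p 0.037). The largest falls were MUC17 (861 to 159 CPM, -2.44, SE 0.31, adjusted p 0.0103) and GOLGA7B (ENSG00000155265, chromosome 10, 97850239 to 97871580; -1.52, SE 0.23, adjusted p 0.0124). DENND2B and GOLGA7B both had an adjusted p of 0.0801 when only the sgP1 and sgNC libraries were fitted, DENND2B had 0.0778 and 0.0906 without sgP1E replicate 1 or 2, and both overlap other genes. With sgP2, the largest rises were RGS4 (ENSG00000117152, chromosome 1, 163068775 to 163076802; 3.01, SE 0.61, adjusted p 0.0207, but 0.0648 without guide sgP2D) and MMP24 (ENSG00000125966, chromosome 20, 35226654 to 35277000; 2.41, SE 0.51, adjusted p 0.0252, but 0.0511 without sgP2G replicate 1). The adjusted p of MMP24 reached 0.0987 over the alternatives, and MMP24 overlaps genes on the opposite strand. The largest falls were MMP7 (ENSG00000137673, chromosome 11, 102520508 to 102530753; 162 to 37.4 CPM, -2.12, SE 0.11, adjusted p 4.85e-08) and TESC (ENSG00000088992, chromosome 12, 117038923 to 117099479; -2.10, SE 0.51, adjusted p 0.0464). TESC was not past the threshold in any of the 4 fits without 1 sgP2 library, where its adjusted p was 0.102 at the highest. Over all alternatives it reached 0.216.

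The largest rises with sgDual were LY6S (ENSG00000291309, with no position in the annotation used; 0.352 to 13.4 CPM, log2 fold change 5.24, SE 0.73, adjusted p 0.000189, and 5.89 without sgNC replicate 2) and ADAM28 (ENSG00000042980, chromosome 8, 24294040 to 24359018; 1.05 to 21.1 CPM, 4.32, SE 0.41, adjusted p 6.25e-06). The largest falls were MOGAT3 (ENSG00000106384, chromosome 7, 101195007 to 101201038; 29.1 to 1.06 CPM, -4.78, SE 0.31, adjusted p 5e-07) and HNF4A itself. LY6S was also among the largest rises of sgDual over sgP1 (4.26) and over sgP2 (4.34), and MOGAT3 among the largest falls (-3.75 and -5.01). The other named genes were CYP26B1 (ENSG00000003137), higher with sgDual than sgP1 by 3.67 (adjusted p 1.78e-06), and SOSTDC1 (ENSG00000171243) and CIDEB (ENSG00000136305), which differed between sgDual and sgP2 by 5.66 and -5.32 (adjusted p 7.77e-08 and 4.48e-09). Between sgP2 and sgP1, CIDEB (2.81, SE 0.22, adjusted p 7.77e-06) and AKR1B10 (ENSG00000198074; 2.16, SE 0.26, adjusted p 0.000544) were higher with sgP2. LINC02889 (ENSG00000236039; -1.96, SE 0.27, adjusted p 0.00174) and FGFR2 (ENSG00000066468; -1.89, SE 0.39, adjusted p 0.0183, but 0.0669 without sgP2D replicate 1 and 0.0603 without sgP2G replicate 1) were lower. The adjusted p of FGFR2 reached 0.152 over the alternatives. ADAM28, CIDEB, SOSTDC1 and LINC02889 overlap genes on the opposite strand and AKR1B10 has a near-identical paralog, so their counts are uncertain.

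How much the guide alone changed was measured by comparing both guides of each target. sgP1E and sgP1J differed in 2467 genes (14.5%, 1328 higher and 1139 lower with sgP1E), sgP2D and sgP2G in 288 and sgDual2 and sgDual3 in 150. Against sgNC, sgP1E moved 1464 genes and sgP1J 517. They shared 208, of which 146 (70.2%) had the same direction, which lies within the 59.6% to 72.6% of 100 simulations of unchanged guides against the same sgNC libraries. The shared genes of the P2 guides had the same direction in 98% (803 of 819, simulated 63.5% to 70%) and those of the dual guides in 99.7% (5134 of 5148, simulated 65.8% to 68.5%). The simulated genes were not required to be past the threshold here either. With libraries grouped by guide for both comparisons, the P1 guides differed in more genes (2467) than sgP1 and sgNC did (606).

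Whether repressing both isoforms differed from the sum of repressing each was tested as sgDual minus sgP1 minus sgP2 plus sgNC. This contrast was past the threshold for 3511 genes (20.7%, 1708 higher and 1803 lower, or 48.6% higher). With total counts alone, 36.5% were higher. The dual guides are other guides than those of P1 and P2, and the labels do not state their design. HNF4A itself changed by -4.73 with sgDual, against -0.72 with sgP1 and -1.30 with sgP2. The contrast therefore cannot tell non-additivity of the isoforms from a deeper repression by the dual guides.

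Agreement among the AsPC-1 comparisons was limited by the few sgP1 genes. Of 23 genes past the threshold for sgP1 and sgP2, 22 (95.7%, Wilson 95% interval 79 to 99.2) had the same direction, beside a simulated 73.7% for the shared sgNC libraries. All 41 genes shared by sgP1 and sgDual had the same direction, beside 73.7% simulated. Fits of 10 fully simulated data sets gave 0 shared calls for each of these pairs. The simulated shares therefore cover genes not required to be past the threshold, and may be too low for called genes. Of 299 genes shared by sgP2 and sgDual, 200 (66.9%, interval 61.4 to 72) had the same direction, which lay below all 100 simulated values (67.2% to 79.3%). Among induced lines and sgDual, which share no libraries, the same direction was seen for 42.2% of 3954 shared genes for P1-a2 in Panc10.05 (odds ratio 1.68), 54.7% of 3167 for P2-a8 in Panc10.05 (1.8), 39.4% of 2350 for P1-a2 in BxPC3 (1.86) and 34.7% of 550 for P2-a8 in BxPC3 (2). Requiring an absolute log2 fold change of at least 1 changed the second of these to 44%.

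Growth and identity, named in the series title, were examined with the 4 gene lists. Of 36 list tests, 19 had a camera adjusted p under 0.05. Of those 19, 16 also passed under fry, and 1 passed with an estimated correlation, that of the liver and intestine list for P2-a8 against NC in BxPC3 (adjusted p 0.0479). The cell cycle list (97 genes) was lower under P1-a2 in Panc10.05 (median log2 fold change -0.69, camera adjusted p 2.71e-23, fry 0.00104) and in BxPC3 (-0.36, camera 4.9e-09, fry 0.00631). It was lower under P2-a8 in Panc10.05 (-0.30, camera 6.02e-09, fry 0.00776), but not in BxPC3 (0.01, camera 0.572). Differences of a list between lines were not tested. It was lower under P1-a2 than under P2-a8 in both lines (-0.42 and -0.33, camera 4.63e-22 and 1.42e-14, fry 0.00312 and 0.00634). It was also lower with sgDual (-0.52, camera 3.28e-27, fry 0.000128), where 97 of 97 genes fell and 85 were past the threshold over all genes (92 adjusted over the list alone). With sgP1 and sgP2 the medians were -0.08 and -0.06, with camera adjusted p 6.43e-06 and 0.00862 but fry adjusted p 0.229 and 0.339, and the sgP2 value was 0.0508 without sgP2G replicate 2. Adjusted over the list alone, 74 cell cycle genes were lower and 12 higher for P1-a2 against NC in Panc10.05 (73 and 12 over all genes), 64 lower and 17 higher for P2-a8 (61 and 16), 59 lower and 2 higher for P1-a2 in BxPC3 (50 and 2) and 5 lower with sgP2 (4). For P2-a8 in BxPC3 and sgP1 the number was 0 by either adjustment. Over all genes, 3647 and 1516 had an unadjusted p under 0.05 in those comparisons.

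**Figure D5:**
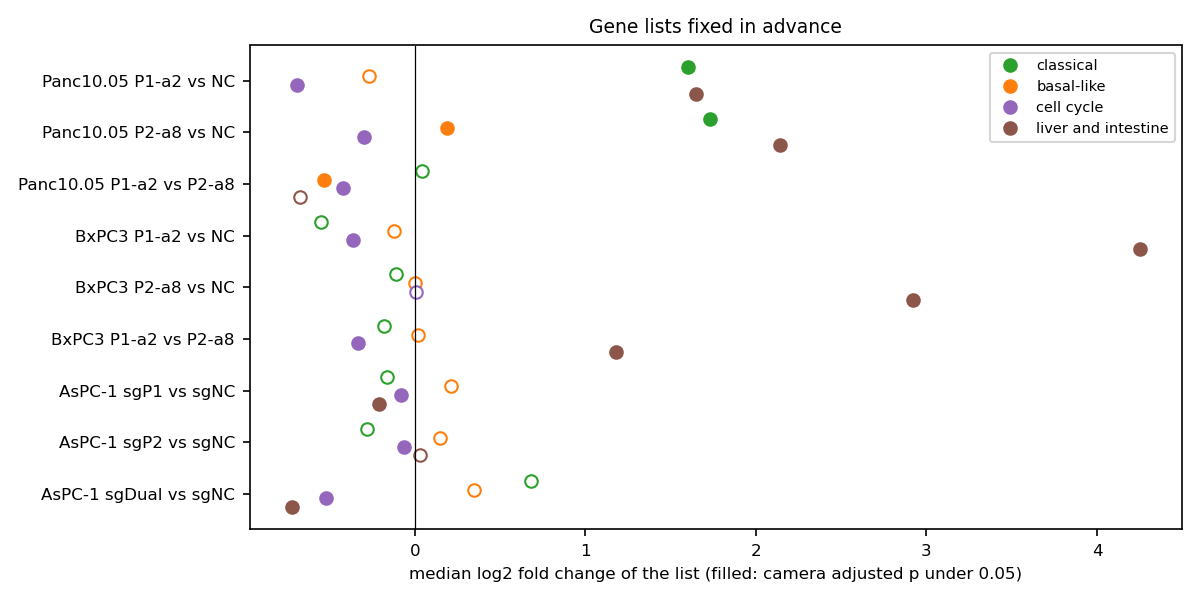
Median log2 fold change (x axis) of each gene list in 9 comparisons (y axis), with genes at the floor of detection set to their bound and filled points where the camera adjusted p is under 0.05. The cell cycle medians lie between -0.69 and 0.01, and the liver and intestine median reaches 4.25 for P1-a2 against NC in BxPC3.

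The liver and intestine list was higher for both isoforms in both lines. With floor genes at their bound, its median log2 fold change was 1.65 under P1-a2 and 2.14 under P2-a8 in Panc10.05 (14 genes, camera adjusted p 0.0011 and 1.01e-08, fry 0.00102 and 0.000545). It was 4.25 and 2.92 in BxPC3 (18 genes, camera adjusted p 2.02e-57 and 7.21e-82, fry 0.000913 and 0.00104). It was higher under P1-a2 than under P2-a8 in BxPC3 (1.18, camera 2.87e-20, fry 0.00199), but not past the threshold in camera in Panc10.05 (-0.67, camera 0.587, fry 0.016). With sgDual it was lower (-0.72, camera 3.52e-06, fry 0.000128), and with sgP1 it was lower in camera only (-0.21, camera 0.00056, fry 0.0516), with medians of -0.38 and -0.35 without sgP1E replicate 1 or 2. The guides of P1 differed, with a median of -0.08 for sgP1E and -0.79 for sgP1J. With sgP2 it was not past the threshold (0.03, camera 0.859). Adjusted over the list alone, 10 of its genes were higher and 2 lower for P1-a2 in Panc10.05 (10 and 2 over all genes) and 11 higher and 2 lower for P2-a8 (11 and 1). In BxPC3, 15 and 13 were higher and 0 lower by either adjustment. With sgP1, 1 was higher and 2 lower (0 and 1 over all genes), and with sgDual 5 were lower (5).

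The classical list was higher in Panc10.05 for both isoforms, with only 7 genes tested (medians with floor genes at their bound 1.60 and 1.73, camera adjusted p 0.0464 and 0.00187, fry 0.00135 and 0.00104). The first ran from 0.00135 to 0.248 over the alternatives. In the other 7 comparisons its camera adjusted p was 0.1 or higher. The basal-like list was higher under P2-a8 in Panc10.05 (19 genes, 0.19, camera adjusted p 0.0126, fry 0.00714) and lower under P1-a2 than under P2-a8 (-0.53, camera 4e-08, fry 0.00104). In the other 7 comparisons its camera adjusted p was 0.0947 or higher, although fry gave 0.00747 for P1-a2 against NC in Panc10.05 (median -0.27) and 0.00747 for sgDual (0.35). Leaving out 1 library raised its median to 0.43 for sgP1 (camera adjusted p 0.0131 without sgP1E replicate 2) and to 0.72 for sgDual (0.0465 without sgDual2 replicate 2). By guide, its medians were -0.02 and 0.52 (sgP1E and sgP1J) and 0.36 and 1.21 (sgDual2 and sgDual3).

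List members with the largest changes were as follows. For cell cycle genes, PIMREG and CCNB2 fell under P1-a2 in Panc10.05 (log2 fold change -2.37 and -2.02), BIRC5 and PIMREG under P2-a8 in Panc10.05 (-0.94 and -0.93) and E2F8 and NUF2 under P1-a2 in BxPC3 (-0.77 and -0.66). PIMREG and CDC25C (-1.44 and -1.34) in Panc10.05 and HMGB2 and GAS2L3 (-0.78 and -0.77) in BxPC3 were lower under P1-a2 than under P2-a8. CDCA7 and CDC20 fell with sgDual (-1.33 and -1.10) and LBR and NEK2 with sgP2 (-0.46 and -0.32). The NEK2 call was lost without sgP2G replicate 1 or 2 (adjusted p 0.0714 and 0.0713, and up to 0.183 over the alternatives) and the LBR call without guide sgP2G (0.0809). For liver and intestine genes, VIL1 rose by 8.91 and APOA4 at least 7.65-fold under P1-a2 in Panc10.05. Without NC replicate 1 the VIL1 control was at or near the floor, so the fitted 9.89 is not an exact size. APOA4 rose at least 30.8-fold and APOA1 by 9.01 under P2-a8 in Panc10.05 (7.91 without NC replicate 1). Without NC replicate 2 the APOA1 control was at the floor, so the fitted 13.54 is not an exact size. APOB rose at least 129-fold under P1-a2 and PCK1 at least 36.6-fold under P2-a8 in BxPC3. G6PC1, at least 13.5-fold, and APOA1, by 3.26, were higher under P1-a2 than under P2-a8 in BxPC3. CDHR2 (-2.88) fell with sgDual. GPA33 fell with sgP1 (-1.19, adjusted p 0.0258, but 0.0716 without sgP1E replicate 1 and up to 0.0859 over the alternatives). For classical genes in Panc10.05, CLRN3 rose at least 27.8-fold under P1-a2 and at least 17.8-fold under P2-a8, MYO1A by 3.63 under P1-a2 (2.94 without NC replicate 1 and 4.65 without NC replicate 2) and LGALS4 at least 4.06-fold under P2-a8. For basal-like genes in Panc10.05, SPRR3 and SPRR1B rose under P2-a8 (4.52 and 3.78, or 5.22 and 4.82 without NC replicate 1, with SPRR1B uncertain because of its paralogs) and VGLL1 and FGFBP1 were lower under P1-a2 than under P2-a8 (-4.25 and -3.62). Of the genes in this paragraph, PIMREG, CCNB2, CDC25C, E2F8, NUF2, CDCA7, VIL1, APOA4, APOA1, APOB, GPA33 and CDHR2 overlap genes on the opposite strand and MYO1A, GAS2L3, NEK2 and VGLL1 genes on their own strand, so their counts are uncertain.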

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

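The comparison of HNF4A mRNA between lines with the number of interaction calls, the gaps under other scalings, and the genes that changed in opposite directions with their simulations, were chosen only after the result was seen, and the other tests of this part were set before their results were seen.

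Among 84 sets of 4 AsPC-1 libraries tested for 1 library far from the other 3, 2 had a gap to the nearest library that took more of the group's range than Dixon's 95% critical value for 4 samples, where chance alone gives 4.2. MUC17 in sgP1 had a gap ratio of 0.887, with sgP1J replicate 2 at 108 CPM and the other libraries between 172 and 180 CPM. LBR in sgDual had a gap ratio of 0.855, with sgDual2 replicate 1 at 93 CPM and the others between 97 and 97.7 CPM. The gap of MUC17 was also past the limit with TMM over every gene (0.885) and with total counts only (0.941). That of LBR was not, and TMM over every gene gave CDCA7 in sgP2 (0.888) in its place. If 1 library were unusual as a whole, it would be the extreme one in most genes with such a gap. The largest share was 42.4%, for sgP1J replicate 2 (146 of 344 genes in sgP1, where 25% would be an even share), which is below the level of 50% set for a library that is unusual as a whole, but above an even share. Without that library, MUC17 still fell with sgP1 (log2 fold change -2.29, adjusted p 0.0187, and between 1.36e-09 and 0.0305 over all alternatives). No biological explanation was tested, and chance stays open.

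The response to the same isoform differed between Panc10.05 and BxPC3 for 7048 genes for P1-a2 against NC, 4545 for P2-a8 against NC and 4318 for P1-a2 against P2-a8, by the interaction test. After a correction for GC content, 6639, 4312 and 4043 of these calls were still made. The correction moved 4620, 94 and 1203 of 19372 genes by at least 0.1 (log2), so it says little for P2-a8 against NC. After the 12 libraries were thinned to 26369154 counts, 6295, 3942 and 3607 of the calls were still made, which argues against depth as the whole cause. Of the calls, 54.2%, 66.4% and 63.2% had opposite directions by their fitted values. Simulations with 0.25 times the change of Panc10.05 in BxPC3 gave 17.4% to 19.4%, 23.7% to 25.9% and 24.6% to 26.6%. The observed shares are far higher, which argues against a response that is only 0.25 times as large. Simulations with no response in BxPC3 gave 59.3% to 61.2%, 64.5% to 66% and 64.4% to 66.9%. High shares therefore also arise with no response, and do not by themselves show responses in opposite directions. A response that is only smaller in BxPC3, or absent there, would leave few genes past the threshold in both lines with opposite directions. There were 1017, 279 and 516 such genes in the joint fit (of 4265, 965 and 2539 past the threshold in both lines). Simulations in which BxPC3 had 0 or 0.25 times the change of Panc10.05 gave at most 4, 2 and 4, which argues against it as the whole cause. The amount of HNF4A mRNA was 2.8 times as high in Panc10.05 as in BxPC3 under P2-a8 and 1.11 times under P1-a2, yet P1-a2 had the larger number of interaction calls, which argues against the amount of mRNA as the only source of these counts. The lines were separate sequencing projects with different doxycycline doses and different controls (GFP and EV). The control cannot be the source for P1-a2 against P2-a8, a comparison that uses no control libraries. Line, project and dose cannot be told apart with these libraries, and nor can the control in the comparisons against NC. A difference between the cell lines stays open as untested.

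Of 56 differences tested for named genes, 25 were past the threshold, in 18 genes. The values that follow are BxPC3 minus Panc10.05 in log2, with the adjusted p of the interaction test. For P1-a2 against NC they were ZBTB32 (7.45, 1.14e-09), IFI44L (4.52, 2.71e-06), PIMREG (1.97, 4.62e-06), CCNB2 (1.57, 2.29e-05) and NUF2 (0.36, 0.0475), which fell less in BxPC3. HNF4A (-2.35, 0.00216) rose less in BxPC3, HNF4G (-0.66, 0.0185) fell more and MYO1A (1.64, 0.0453) rose more. For P2-a8 against NC they were SPOCK1 (4.57, 6.07e-11), ZBTB32 (3.76, 1.88e-07), BIRC5 (1.05, 2.29e-08) and PIMREG (0.96, 0.0042), which fell in Panc10.05, SPRR3 (-3.85, 8.48e-09), SPRR1B (-3.19, 3.95e-08) and HNF4A (-3.68, 5.41e-05), which rose less in BxPC3, and HNF4G (-0.74, 0.0111). HHLA2 had an adjusted p of 0.00461, with no size given because a group was at the floor. For P1-a2 against P2-a8 they were KIAA1614-AS1 (-4.33, 1.06e-09), IFI44L (4, 3.33e-05), HNF4A (1.33, 0.000171), VGLL1 (4.25, 2.7e-07), FGFBP1 (3.54, 7.22e-10), PIMREG (1.01, 0.00498), CDC25C (0.87, 0.000164) and APOA1 (5.81, 5.47e-05). APOA1 was lower under P1-a2 than under P2-a8 in Panc10.05 (-2.55) and higher in BxPC3 (3.26). Under P1-a2, HNF4A was at 11.8 CPM in Panc10.05 and 10.7 CPM in BxPC3. Its smaller rise under P1-a2 in BxPC3 therefore rests mostly on the low NC levels (0.149 CPM in Panc10.05 and 0.771 CPM in BxPC3).

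Of these 25 differences, 24 stayed past the threshold after the GC correction, where MYO1A was lost, and 24 after thinning, where NUF2 was lost. Depth therefore accounts for few of them. For the differences of P2-a8 against NC the GC correction says little, because it moved 94 of 19372 genes in that contrast. SPRR1B has near-identical paralogs and KIAA1614-AS1 overlaps its opposite-strand neighbour, so reads shared between genes stay open there. The genes were named for large changes in 1 line, which by itself favours a smaller change in the other line. Project and dose change with the line for these genes too, as does the control in the comparisons against NC. No difference is assigned to the line itself.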

How the results depend on the processing

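No alternative of this part was chosen after the results were seen. Calls means genes past the threshold. Where a cause is not given, the cause was not tested.

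An added limit of 1 on the absolute log2 fold change removes genes by construction. It left 3385, 1663 and 1455 calls in Panc10.05 (P1-a2 against NC, P2-a8 against NC, P1-a2 against P2-a8), 1242, 364 and 526 in BxPC3, and 2468, 1199 and 1078 for their interactions. In AsPC-1 it left 23 (sgP1), 185 (sgP2) and 1539 (sgDual) against sgNC, 161 (sgP2 against sgP1), 1143 and 1745 (sgDual against sgP1 and sgP2), 619, 124 and 73 (guides of P1, P2 and dual) and 1121 (non-additivity). The same-direction share of shared calls became 99.4% (Panc10.05 isoforms), 100% (BxPC3 isoforms), 88.5%, 91% and 72.4% (lines compared for P1-a2, P2-a8 and their difference), 100% (sgP1 and sgP2) and 81.4% (sgP2 and sgDual). With sgDual it became 31.8% and 44% for P1-a2 and P2-a8 in Panc10.05 and 28.1% and 22.2% in BxPC3.

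With no filter on low counts, calls changed from 1232 to 1982 (P2-a8 against NC in BxPC3), from 45 to 81 (sgP1), from 288 to 649 (guides of P2) and from 150 to 417 (dual guides). DESeq2 gave 241 calls for sgP1, 1099 for sgP2 and 1233 for sgP2 against sgP1. Fitting only the 2 groups compared gave 7, 1103 and 189, and grouping by guide, which takes guide differences out of the spread, gave 606, 1905 and 2086. Without guide sgP1E, sgP1 had 262 calls and sgP2 against sgP1 2764. Without guide sgP1J, sgP1 had 1242. Without sgP2D, sgP2 had 322 and sgP2 against sgP1 306, and without sgP2G they had 293 and 411. Without sgDual3, sgDual against sgP1 had 4320 calls.

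Replicate numbers were checked for pairing. Deviations of libraries with the same number correlated by -0.01 to 0.01 in Panc10.05, 0.07 to 0.13 in BxPC3 and 0.08 to 0.35 in AsPC-1, and the number was not taken to pair the libraries, because the rule used asks for every pair of a line to be over 0.1. In AsPC-1, r was 0.22 to 0.35 for pairs among the sgP1, sgP2 and sgNC guides and 0.08 to 0.15 for pairs with a dual guide, and HNF4G was higher in replicate 2 for all 7 guides, so an effect shared by replicates stays open there. With the replicate block, calls became 2886 (P2-a8 against NC, where P1-a2 had 2.54 times as many) and 5992 (P1-a2 against P2-a8) in BxPC3, and 127 (sgP1), 972 (sgP2), 1204 (sgP2 against sgP1), 4616 (P1 guides), 778 (P2 guides) and 558 (dual guides) in AsPC-1. HNF4G passed the threshold with the block for P1-a2 against P2-a8 (adjusted p 0.0196, and up to 0.137 over the alternatives) and P2-a8 against NC (0.0357, up to 0.275) in BxPC3, and for sgDual against sgNC (0.013, up to 0.595) and sgP1 (0.00399, up to 0.565). The classical list under P1-a2 in Panc10.05 did not (camera adjusted p 0.0506, and between 0.00135 and 0.248 over the alternatives).

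Across the fits that each left out 1 AsPC-1 library, calls ran from 23 (without sgP1E replicate 2) to 144 (without sgP1J replicate 1) for sgP1, from 315 (without sgP2D replicate 1) to 466 (without sgP2D replicate 2) for sgP2, and from 324 (without sgP2D replicate 1) to 1208 (without sgP1E replicate 1) for sgP2 against sgP1. The number of sgP1 calls therefore depends on guide, library and test, and should not be read as the size of the response.

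Of 36 list tests, 19 were past the threshold and 1 with an estimated correlation. Camera's direction reversed only for lists with no camera adjusted p past the threshold, so none of these reversals changes a call made by camera. One of them, liver and intestine between isoforms in Panc10.05, was past the threshold with fry (0.016, and up to 0.904 over the alternatives). They are sgDual classical (median 0.68, then 0.68 with total counts, 0.77 with a filter at 1 CPM and 0.54 to 0.72 without 1 library), sgP1 classical (-0.16, then -0.16 with fry, -0.17 with the block, -0.17 with the filter and -0.17 to -0.04 without 1 library), sgP2 liver and intestine (0.03, then 0.02 with the block and -0.12 with the filter), classical in BxPC3 under P1-a2 (-0.56 with the block) and P2-a8 (-0.13 with the block), basal-like between isoforms in BxPC3 (0.02 with the block), and, between isoforms in Panc10.05, classical (0.04 with fry) and liver and intestine (-0.60 with the filter). Without 1 library, the basal-like list passed the threshold for sgP1 (0.43, adjusted p 0.0131, without sgP1E replicate 2) and sgDual (0.72, adjusted p 0.0465, without sgDual2 replicate 2), and the cell cycle list of sgP2 did not (adjusted p 0.0508, without sgP2G replicate 2). Medians that moved by over 1.5 times without 1 library and changed no call were classical for sgP1 (-0.04 without sgP1E replicate 1 and -0.06 without sgP1J replicate 1), basal-like for sgP1 (0 without sgP1J replicate 1), sgP2 (0.26 without sgP2D replicate 2) and sgDual (0.72 without sgDual2 replicate 1), and liver and intestine for sgP1 (-0.38 without sgP1E replicate 1 and -0.35 without sgP1E replicate 2) and sgP2 (0.05 without sgP2D replicate 2 and 0.08 without sgP2G replicate 2).

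HNF4G was the reported gene whose direction reversed, and it was not past the threshold in these comparisons in any fit with a test. It went from -0.12 to 0 without sgDual3 (sgDual against sgP2), and with sgP1 from -0.01 to 0.01 with total counts and 0.03 without guide sgP1J, and from -0.27 to 0.29 without 1 library. With sgP2 it was -0.20, and -0.47 to 0.10 without 1 library. Among the values of reported genes under other settings, 960 were on the same side of the threshold with the same direction, 25 became weaker, 10 stronger and 3 reversed. Without 1 library, 507 were the same, 12 weaker and 4 reversed, and 75 fold changes moved by more than the spread of replicates. For lists under other settings, 143 were the same, 22 weaker, 3 stronger and 12 reversed, and without 1 library 42 were the same, 1 weaker, 2 stronger and 3 reversed.

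The share of genes further from NC under P1-a2 was 70.8% in Panc10.05 and 71.6% in BxPC3 over all tested genes of at least 1 CPM, a set that adds unchanged genes by construction, and 73.1% to 74.8% and 86.8% to 88.6% without 1 library. The slope was 1.07 in Panc10.05 with that filter, and 0.99 to 1.02 in Panc10.05 and 1.25 to 1.33 in BxPC3 without 1 library. Other scalings shifted the median of all genes by at most 0.059 (log2). In Panc10.05, in BxPC3 and for sgNC, leaving out 1 library leaves 1 in its group, so no calls were counted there.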

Other observations

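The splits of libraries, the medians by dual guide, the interferon medians between isoforms and the tests of why P1-a2 moves more genes than P2-a8 were chosen only after the results were seen.

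The AsPC-1 targets were compared with all splits of their 8 libraries into 4 and 4. For sgP2 against sgP1, for sgDual against sgP1 and for sgDual against sgP2, 1 of the 35 splits, the real one, gave as many calls. The highest other split gave 107, 2 and 2 calls, and the split by replicate number gave 0 each time. Other splits mix targets and so have a larger spread. They also part the libraries of 1 guide, which are not independent, so the rank among 35 overstates the evidence and is not a p-value.

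P1-a2 moved more genes than P2-a8 in both induced lines. More HNF4A mRNA under P1-a2 is argued against by its level in Panc10.05, which was 31.5% of that under P2-a8. The lower dose of P2-a8 in Panc10.05 is argued against as the whole cause by BxPC3, where doses were equal and the ratio of calls was 4.59. That ratio depends on the processing. It was 2.54 with the replicate block, 3.1 with no filter on low counts and 3.41 with the limit of 1 (log2). Within Panc10.05 the ratio was 1.34 (2.04 with that limit), and there dose and isoform cannot be told apart, since no P2-a8 library had the higher dose. Protein levels were not analysed here, and a difference in the amount of protein stays open, as does a difference between the isoforms.

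The cell cycle list was lower under P1-a2 in both induced lines and with sgDual in AsPC-1, so its genes fell when P1-a2 was induced in 2 lines and when HNF4A was lowered in another. They did not fall under P2-a8 in BxPC3 (median 0.01, 47 genes lower and 50 higher, 0 calls), where HNF4A mRNA did not differ past the threshold from that under P1-a2. A GC trend of the libraries is argued against by medians of -0.68 (Panc10.05), -0.35 (BxPC3) and -0.51 (sgDual) after the GC correction, close to those before it. The correction moved 1493, 165 and 235 genes by at least 0.1, so it says little for BxPC3 and sgDual. An effect of 1 guide is argued against by sgDual3, the guide with the smaller fall, whose median was -0.46. Culture density, growth state and response to the vector were not measured, and the cause of falls under P1-a2 and with sgDual was not tested.

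Interferon genes were among the largest falls in Panc10.05 and among the largest falls shared by both induced lines. A list of 50 such genes, written after this was seen, had medians of -2.57 (P1-a2, 48 of 48 genes lower) and -0.82 (P2-a8) in Panc10.05 and -0.73 and -0.43 in BxPC3. If HNF4A holds these genes down, they would rise when it is repressed. With sgDual, 87.2% of 47 genes were higher (median 0.70, 25 called higher and 2 lower, camera adjusted p 1.14e-06, fry 0.00527), in a test that could have come out the other way. Both dual guides had positive medians (0.55 and 0.80). With sgP1 and sgP2 the medians were 0.17 and 0.12 with 0 calls each (1516 and 3025 genes over all had an unadjusted p under 0.05). As a list, sgP1 passed in camera (adjusted p 0.000837) but not in fry (0.342), and sgP2 passed in neither (0.288 and 0.644). The interferon list was tested with camera and fry only, not with an estimated correlation between genes. Of the 19 camera calls of the lists fixed beforehand, 1 passed with an estimated correlation. The camera p-values of the interferon list may therefore be too small if its genes are correlated. GC content is argued against by a median of -2.57 in Panc10.05 after the correction. These values are consistent with HNF4A lowering interferon genes, directly or through other genes, as a hypothesis only. An interferon response of the control cells alone, to their vector or to GFP, would lower both isoforms alike. It is argued against as the whole cause by the comparison of P1-a2 with P2-a8, which uses no control libraries. The list was lower under P1-a2 there, with a median of -1.52 in Panc10.05 (48 of 48 genes lower, camera adjusted p 4.7e-97, fry 0.00058) and -0.34 in BxPC3 (46 of 48 lower, camera 8.79e-14, fry 0.0405). A part of the falls against NC could still come from the controls.

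ZC3H12B was at 0 counts in all NC and P1-a2 libraries of Panc10.05 and at 1656 and 1404 counts in the P2-a8 libraries. RNA or cells of another kind would bring many such genes. Only 1 other gene was at 5 CPM or more in P2-a8 and at the floor elsewhere (LINC01813, 7.09 CPM). A response shared by both lines is argued against by BxPC3, where the highest count under P2-a8 was 0. For a rise of the whole chromosome region, 2 of 4 tested neighbours within 1 Mb rose by at least 1 (HEPH by 5.98 and MTMR8 by 1.15, the latter with an adjusted p of 0.0966), which met the level set beforehand for such a rise. The other 2 were lower (LAS1L by -0.63 and MSN by -0.42, both past the threshold), which a rise of the whole region forbids. That reading was added after the result was seen. HEPH also rose under P1-a2 in Panc10.05 (4.45) and under both isoforms in BxPC3 (6.06 and 1.99), where ZC3H12B did not. A change in part of the region in the P2-a8 cells, such as an insertion of the construct, and a response particular to Panc10.05 may both be the source and stay open.

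The guides sgP1E and sgP1J differed in 2467 genes. Depth is argued against by 2103 of these calls being made again after all libraries were thinned to 26079388 counts. After the GC correction 2405 were made again, but it moved only 44 genes by 0.1 or more, so it says little. A stronger knockdown by sgP1J would move genes the way sgDual does. This held for 33.4% of 916 shared calls (306, where 48.9% would follow from the directions alone). Off-target effects, clonal differences and mislabelled libraries were not tested and stay open.

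If genes that prefer 1 isoform are alike in induced and repressed cells, genes higher under P1-a2 than P2-a8 would be higher with sgP2 than with sgP1, since P1 isoforms are left when P2 is repressed. This held for 66.5% of 388 shared calls in Panc10.05 (258, with 48.7% from the directions alone) and 76.2% of 240 in BxPC3 (183, with 50.9%), in designs that share no libraries. These shares go with a set of genes that prefer 1 isoform, but do not single it out. Genes moved by both isoforms, and further by P1-a2, would give such shares too. Most genes lay further from NC under P1-a2 (74.4% in Panc10.05 and 88.5% in BxPC3). The sgP1 libraries in that contrast include both P1 guides, which differ from each other, and the dose in Panc10.05 changes with the isoform, so both could add to the values.

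Repression spreading from the HNF4A promoters would lower many neighbours. Of 15 tested genes within 0.5 Mb, 2 were called lower with sgDual and 5 higher, while 17.8% of all tested genes were lower. These 2 were ADA (-0.83, adjusted p 0.00239) and R3HDML-AS1 (ENSG00000226812), which ends 515 bp upstream of the first HNF4A start. R3HDML-AS1 was singled out after its values were seen. It was at 2.17 CPM with sgNC and 2.03 CPM with sgP1, at 0 counts with sgP2 (at least 21.8-fold lower) and at 0.0423 CPM with sgDual (adjusted p 2.12e-06). The sgDual level is so close to the floor that its fitted log2 fold change of -5.54 is not an exact size. Repression of this gene by guides at the nearby P2 promoter may explain its fall, and the positions of the guides were not used here.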
